A study of Homo sapiens with 15 samples. Its data were reported in "Decoding YAP dependent transcription in the liver" (2022).

How the data were processed

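Gene expression was measured by RNA-seq in HepG2 cells, a human hepatocellular carcinoma line that keeps many hepatocyte functions, carrying a doxycycline-inducible YAP S127A construct in the pSLIK vector. YAP is the transcriptional coactivator at the end of the Hippo pathway, and the S127A change removes an inhibitory phosphorylation site. Cells were grown in RPMI with serum. According to the labels, 15 libraries fall into 5 groups of 3: untreated cells (NT), cells given doxycycline at 2 µg/ml for 48 h (doxy_48h), cells transfected with a control siRNA (siCTRL), and cells transfected with either of a pair of siRNAs against HNF4A (siHNF4a #1 and siHNF4a #2). The siRNAs were delivered with a lipid reagent. Total RNA was made into QuantSeq 3' mRNA-Seq FWD libraries, in which each transcript gives reads near its 3' end. The labels do not say that the replicates of a group came from separate cultures, so p-values measure the spread between these libraries, which may be partly technical.

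The submitters' processing notes name TopHat2 2.0.8, SAMtools, featureCounts 1.4.5-p1 and DESeq2 with the hg19 build. The gene annotation, the strand setting for these libraries and the version of the authors' DESeq2 are not given in the sources used here. The paper's supplement names an unstranded TopHat setting for RNA-seq aligned to the mouse genome, without saying whether it holds for these libraries. The authors deposited for each library an exonic RPKM value per gene (eRPKM, reads on exons per kilobase of gene, scaled to the reads assigned to genes in the library). The authors also deposited their own DESeq2 comparison tables for doxy_48h against NT and for each HNF4A siRNA against siCTRL. These hold, as computed by the authors, a mean of scaled read counts, a log2 fold change with its standard error, the Wald score and a p-value before and after adjustment. The values from these tables were used only as an alternative test. Division by exon length cancels in the ratio of 1 gene between libraries, but it affects which genes pass a filter on eRPKM and how far an added pseudocount shrinks a fold change. With 3' tags it also distorts levels between genes, since tag number does not grow with length. Overlapping genes and close paralogs could share reads, and this could not be checked from gene-level values. The reference annotation at hand was of another build, so no coordinates are given.

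The table has 23399 gene entries. The 4 entries whose name occurs more than 1 time were left out, which leaves 23395, of which 6643 are at 0 in all libraries. No column of per-library values was left unmatched (0 such columns). The eRPKM values were whole multiples of the value of 1 read, and gene lengths and library totals were fitted to recover the reads. All 199542 library values above 0 (100%) came out whole within a tolerance of 0.05 reads. The sum of the recovered reads differed from the fitted library total by at most 0.0062%. Each library had from 1728413 to 3020218 reads assigned to genes and from 12990 to 13663 genes with at least 1 read, and its 10 most abundant genes took 6.66 to 9.66% of the reads. Within each group, libraries differed by more than read sampling (chi-square per degree of freedom 2.46 to 5.22 for pairs of libraries), so no library was counted as a copy of another.

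The design fixed before the data were examined foresaw a count test, with limma-trend on log2 values in case only normalized values were given. No raw counts are among the deposited values, so the latter was used: limma 3.58.1 in R 4.3.3 on log2(eRPKM + 1), with 1 fit of all 15 libraries on group, a mean-dependent prior variance and robust empirical Bayes moderation. Genes with a mean eRPKM over 1 in at least 1 group were tested (11706 genes). P-values were adjusted over all genes tested by the method of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 0.5, the thresholds stated for the study's RNA-seq. A fold change here is on the log2(eRPKM + 1) scale, which understates changes of genes with low values. The comparisons were doxy_48h against NT, each siHNF4a against siCTRL, siHNF4a #1 against siHNF4a #2, and siCTRL against NT. Positive values mean higher in the group named first. HNF4a-activated genes were those lower with both siRNAs at an adjusted p under 0.01 and a log2 fold change below -0.25, and HNF4a-repressed genes those higher with both by the same thresholds.

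Before the data were examined, 32 gene lists were fixed from textbook knowledge. Each list with at least 3 tested members was tested against all other genes with limma's camera at a preset correlation of 0.01, adjusted over the lists within a comparison and called at an adjusted p under 0.05. The test was repeated with an estimated correlation, which gave much larger p-values for some lists. Those values are printed mainly where a call was lost. The list of mitochondrially encoded mRNAs has no member in the table, and fibroblast and stellate cell markers had only 2 tested members, so 30 lists were tested. For each list the number of called members is given over all genes tested and adjusted over the list alone. fry (limma, with statmod 1.5.0) was used for the HNF4a gene sets, whose camera and fry p-values were adjusted over both sets. It asks whether the genes of a set move on balance in 1 direction and does not compare them with other genes. Random sets matched on mean expression (10000 draws) and Fisher's exact test, two-sided, describe how the HNF4a sets stand among other genes. Genes are not independent replicates in either.

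The named genes follow a rule fixed before the data were examined: 14 genes of interest (such as HNF4A, ANKRD1 and APOB), the 8 largest rises and 8 largest falls with YAP S127A and with both siRNAs, the 4 largest in each direction for the remaining comparisons, up to 3 called members per list, direction and comparison, and the 5 largest in each direction class of genes changed by YAP S127A and by both siRNAs. For all but the fixed genes and list members, the mean of the higher group had to reach a CPM of 20 (reads scaled to the library total) and the libraries of the groups compared could not overlap. Some genes that this rule names are not reported here.

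The procedure was tested on data simulated from the libraries' own means and depths for doxy_48h against NT, with 11122 genes tested and 200 genes drawn to change. It called 84.0% of genes changed by a factor of 4, 42.9% of those raised by a factor of 2, 30.6% of those lowered to 0.5 of their level and 14.0% of those raised by a factor of 1.5. Of the unchanged genes it called 0. Genes were drawn independently and without a shift in scaling between libraries, so false calls from such a shift were not tested. A gene not called here may therefore still have changed by a factor of 2. Unchanged groups set against the same simulated control libraries (50 simulations), all drawn around the control mean, gave the agreement that comparisons with shared controls show by chance.

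Alternatives were median-of-ratios scaling, other filters (none, or CPM over 1 in at least 3 libraries), pseudocounts of 0.1 and 5, other thresholds, a fit of only the groups compared, a replicate block, each library left out in turn, the authors' deposited test, and, chosen after seeing the data, limma-voom on the recovered reads, the HNF4a sets restricted by the NT libraries, and the HNF4a-activated set without genes that differ between siCTRL and NT. Tables were prepared and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.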

Results

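To follow how active YAP and the loss of HNF4a change hepatocyte gene expression, transcripts were counted in HepG2 cells in 5 conditions with 3 libraries each. HNF4a, encoded by HNF4A, is a nuclear receptor that drives the hepatocyte differentiation program. YAP S127A, a constitutively active form of YAP, was induced with doxycycline for 48 h and compared with untreated cells (NT), and a pair of HNF4A siRNAs was compared with a control siRNA (siCTRL). Libraries held 1728413 to 3020218 reads assigned to genes. Levels are given in eRPKM as mean ± SD (n = 3 libraries), and log2 fold changes with their standard error (SE).

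HNF4A itself fell with both siRNAs, from 31.4 ± 1.42 in siCTRL to 4.72 ± 1.64 with siHNF4a #1 and 6.33 ± 1.79 with siHNF4a #2. The log2 fold changes were -2.54 (SE 0.19, adjusted p = 3.8e-07) and -2.17 (SE 0.19, adjusted p = 7.12e-07). The libraries of both knock-down groups thus carry the change their labels name. With YAP S127A, HNF4A stood at 29.7 ± 2.42 against 36.8 ± 2.42 in NT, a difference that did not pass the test (log2 fold change -0.30, adjusted p = 0.304) although the libraries did not overlap (27.9 to 32.4 against 35.2 to 39.6). The authors' deposited table gives HNF4A a log2 fold change of -0.40 (SE 0.12) with an adjusted p of 0.00615 in this comparison, short of the fold threshold of 0.5. The YAP1 tag rose from 22.8 ± 2.67 to 37.9 ± 4.08 with doxycycline (log2 fold change 0.71, adjusted p = 0.000331), but siCTRL cells had 34.2 ± 0.645 without induction. Reads of these libraries lie at the 3' end of a transcript, and a transgene that ends in vector sequence would give no YAP1 tag there, so this value does not check the induction. A western blot of YAP from induced cells of this line is shown in the paper and was not quantified here.

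Genes known to respond to YAP and its DNA-binding TEAD partners rose strongly in doxy_48h cells. ANKRD1, a muscle ankyrin repeat protein gene and common YAP reporter, went from 179 ± 6.93 to 1104 ± 42.3 (log2 fold change 2.62, SE 0.10, adjusted p = 1.23e-10). The matricellular genes CYR61 and CTGF, called CCN1 and CCN2 in newer nomenclature, rose from 16.0 ± 5.68 to 110 ± 7.17 and from 98.7 ± 17.2 to 174 ± 8.46, and the angiomotin family gene AMOTL2 from 9.13 ± 2.17 to 69.4 ± 1.24. Of 17 tested YAP/TEAD target genes, 13 rose and 1 fell, with the same numbers adjusted over the list alone (list adjusted p = 1.51e-09). The gene that fell was NT5E, which encodes an ecto-nucleotidase (log2 fold change -1.61). TEAD1 rose from 6.42 ± 0.383 to 32.7 ± 2.60 and TEAD4 from 18.8 ± 1.44 to 38.3 ± 5.92. In the list of TEAD factors and Hippo pathway genes, 10 of 22 rose and 1 fell (10 and 1 adjusted over the list alone, list adjusted p = 1.22e-07), among the former LATS2, the gene of a kinase that inhibits YAP (6.05 ± 1.23 to 18.8 ± 0.900), and WWC2, a Hippo regulator (log2 fold change 2.00).

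**Figure D1:**
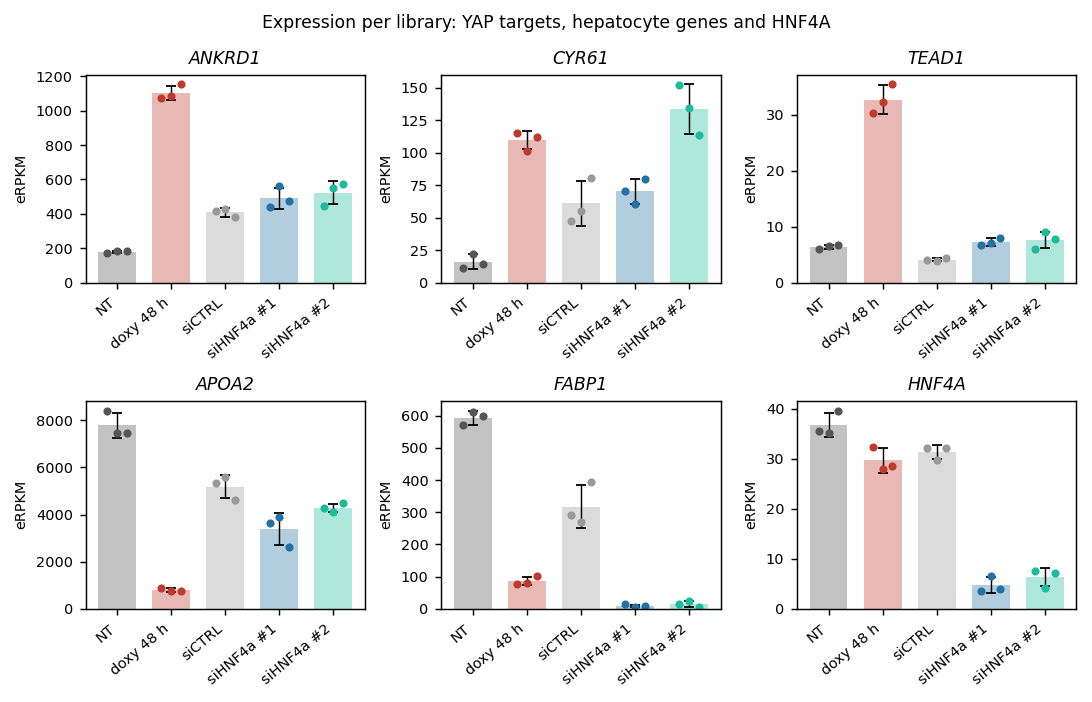
Expression (eRPKM, vertical axes from 0) of 6 genes in the 5 groups. Points are libraries, bars the mean and error bars the SD of 3 libraries. ANKRD1 and TEAD1 are highest in doxy_48h, CYR61 is higher in doxy_48h (110) than in NT (16.0) and higher still with siHNF4a #2 (134), APOA2 falls from 7788 in NT to 808 in doxy_48h, and HNF4A is lowest in both siHNF4a groups, as is FABP1.

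Most of the largest rises came from genes almost silent in NT cells. PAGE4, a cancer/testis antigen gene, went from 1.81 ± 1.62 to 448 ± 29.7, and NPPB, the gene of a cardiac natriuretic peptide, from 1.10 ± 1.90 to 116 ± 18.9. The folate receptor gene FOLR3 reached 70.6 ± 10.5, the amino acid transporter gene SLC7A7 57.3 ± 2.41 and the small heat shock protein gene CRYAB 27.3 ± 10.7, all from NT means under 1.5. TNNC1, which encodes cardiac troponin C, rose from 11.5 ± 1.89 to 160 ± 14.3. ECSCR was listed at 0 in all NT libraries and at 25.7 ± 10.3 with induction.

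Cytoskeletal and matrix genes moved the same way. Of 26 actin cytoskeleton and adhesion genes, 16 rose and 1 fell (17 and 1 adjusted over the list alone, list adjusted p = 2.47e-10), among them the annexin gene ANXA3 (log2 fold change 2.75), FHL2 (1.67) and the formin gene DIAPH3 (10.3 ± 2.46 to 35.3 ± 1.23). The gene that fell was gamma-actin, ACTG1 (-0.56). In the list of extracellular matrix and mesenchymal genes, 9 of 24 rose and 0 fell (9 and 0 adjusted over the list alone, list adjusted p = 0.0132). They included tropomyosin 1 (TPM1, 59.7 ± 3.68 to 271 ± 11.3) and transgelin (TAGLN, 38.8 ± 6.26 to 108 ± 10.1). That call was lost in a fit of only the groups compared (adjusted p = 0.0506). Simple-epithelium keratins rose too: KRT18 went from 323 ± 6.63 to 1270 ± 33.4 and KRT8 from 288 ± 56.5 to 973 ± 20.9. Their list, epithelial junction genes, had 7 of 21 higher and 2 lower (7 and 2 adjusted over the list alone) and was not called (adjusted p = 0.0964).

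Many glycolysis and hypoxia response genes were higher in induced cells. SLC2A3, a high-affinity glucose transporter gene, rose from 159 ± 3.39 to 794 ± 34.0, and the phosphofructokinase regulators PFKFB3 and PFKFB4 by log2 fold changes of 2.04 and 1.73. In the list of glycolysis and hypoxia response genes, 16 of 28 rose and 1 fell (19 and 1 adjusted over the list alone, list adjusted p = 3.24e-09). Hexokinase 2 (HK2) was the 1 that fell, with a log2 fold change of -0.96 in the authors' deposited table. Among p53 targets 9 of 22 rose and 0 fell (9 and 0 adjusted over the list alone, list adjusted p = 0.000587), including the cell cycle inhibitor gene CDKN1A, from 71.8 ± 2.56 to 249 ± 28.3. Cyclin D1 (CCND1) rose from 131 ± 4.78 to 294 ± 16.8. It was the 1 gene higher among 30 G1/S genes, where FEN1 was the 1 that fell (1 and 1 adjusted over the list alone) and the list as a whole was lower (median log2 fold change -0.26, adjusted p = 0.00908). None of 37 G2/M genes was called, 0 adjusted over the list alone as well (list adjusted p = 0.177). The proliferation marker MKI67 stood at 40.9 ± 3.10 in NT and 37.9 ± 0.761 with induction.

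APOA2, an apolipoprotein of high-density lipoprotein, dropped from 7788 ± 537 to 808 ± 78.6 (log2 fold change -3.27, SE 0.12, adjusted p = 1.11e-10). Albumin (ALB) went from 1844 ± 140 to 685 ± 19, alpha-fetoprotein (AFP), the fetal counterpart of albumin, from 445 ± 62.6 to 101 ± 13, and APOB, the structural protein of very low-density lipoprotein, from 707 ± 65.5 to 302 ± 15.4 (log2 fold change -1.22, SE 0.10, adjusted p = 3.87e-07). The fibrinogen chains FGA, FGB and FGG fell, with log2 fold changes of -2.51, -1.96 and -2.38. FABP1, which carries fatty acids in the hepatocyte cytosol, fell from 594 ± 21.6 to 86.3 ± 13.3. APOA1 and APOC3 were not called, at 2338 ± 198 against 2940 ± 3.95 in NT (log2 fold change -0.33, below the fold threshold) and at 668 ± 60.4 against 719 ± 89.3 (-0.10).

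By list, secreted plasma proteins had 15 of 31 genes lower and 0 higher (19 and 0 adjusted over the list alone, list adjusted p = 1.71e-17), among them ceruloplasmin (CP, log2 fold change -2.45) and fetuin-A (AHSG, -1.84). The estimated correlation of that list was 0.063, with which its adjusted p was 0.000681. Coagulation and fibrinolysis factors had 10 of 19 lower and 0 higher (11 and 0 adjusted over the list alone, list adjusted p = 3.09e-09). For literature HNF4A targets 9 of 24 were lower and 0 higher (10 and 0 adjusted over the list alone, list adjusted p = 5.5e-10), including MTTP, which loads lipid onto APOB (-1.87), and APOM (-2.81). Apolipoproteins and lipoprotein assembly genes had 10 of 23 lower and 1 higher (10 and 1 adjusted over the list alone, list adjusted p = 3.45e-05). The same lists were also lower in siCTRL than in NT without induction, with 23 of 31 secreted plasma protein genes, 7 of 19 coagulation and fibrinolysis factors, 12 of 24 literature HNF4A targets and 10 of 23 apolipoproteins and lipoprotein assembly genes lower. The plasma protein medians were -1.02 with YAP S127A and -0.93 in siCTRL, both against the same NT libraries. Several hepatic transcription factors fell, among them the bile acid receptor FXR (NR1H4, -2.00) and its target SHP (NR0B2, -2.70), while COUP-TFII (NR2F2) rose by 1.46. Their list had 5 of 27 lower and 1 higher (6 and 1 adjusted over the list alone, list adjusted p = 0.000183).

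In xenobiotic metabolism 9 of 16 genes fell and 1 rose (11 and 2 adjusted over the list alone, list adjusted p = 2.04e-08), with alcohol dehydrogenase 4 (ADH4) at a log2 fold change of -2.21 and the glucuronosyltransferase gene UGT2B10 at -1.75. In fatty acid synthesis 5 of 17 fell and 1 rose (6 and 1 adjusted over the list alone, list adjusted p = 0.000263), including the elongase gene ELOVL6 (-1.53) and the acyltransferase gene GPAM (-1.42). Urea cycle and amino acid catabolism had 3 of 26 lower and 0 higher (4 and 1 adjusted over the list alone, list adjusted p = 0.00874). In gluconeogenesis and hepatic glucose handling the glucose transporter gene SLC2A2 was the 1 of 11 that fell (-1.43), with 0 higher and the same numbers adjusted over the list alone (list adjusted p = 0.00134). For bile acid synthesis and transport 4 of 20 were lower and 2 higher (6 and 2 adjusted over the list alone, list adjusted p = 0.0262). The bile acid conjugating enzyme BAAT was among those that rose (2.39).

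The endoplasmic reticulum chaperones HSPA5 and HSP90B1 fell from 494 ± 24.0 to 267 ± 5.82 and from 486 ± 29.5 to 221 ± 14.9. Of 19 unfolded protein response genes, 8 fell and 0 rose (11 and 0 adjusted over the list alone, list adjusted p = 1.15e-08). MYC, nucleolar and ribosome biogenesis genes had 6 of 25 lower and 0 higher (7 and 0 adjusted over the list alone, list adjusted p = 3.88e-07), among them nucleolin (NCL, log2 fold change -0.65) and nucleostemin (GNL3, -1.01). Cytosolic ribosomal proteins had 9 of 41 lower and 0 higher (9 and 0 adjusted over the list alone, list adjusted p = 8.52e-14), with RPL6 at -0.60. The estimated correlation of that list was 0.136, with which its adjusted p was 0.00947. Cholesterol biosynthesis, with 1 of 22 genes lower and 0 higher (1 and 0 adjusted over the list alone), was called at an adjusted p = 0.0451, but adjusted p = 0.0586 with an estimated correlation. It was also lost without NT replicate 1 (0.0712), NT replicate 3 (0.0527) or doxy_48h replicate 3 (0.0886). Blood and endothelial cell markers were called at 0.0451 on 4 tested genes, and at adjusted p = 0.0752 with an estimated correlation. The 1 gene lower there, with 0 higher and the same numbers adjusted over the list alone, was lysozyme (LYZ), which these hepatoma cells express at 432 ± 59.3 in NT and 38.4 ± 1.23 with induction. That call was lost without NT replicate 1 (0.0883) or doxy_48h replicate 2 (0.0605), and under median-of-ratios scaling (0.0623), no filter (0.0844), a pseudocount of 0.1 (0.0627) and a fit of only the groups compared (0.0856).

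The remaining lists were not called with YAP S127A. Cholangiocyte and progenitor markers went both ways, with 5 of 15 higher and 3 lower (5 and 3 adjusted over the list alone, list adjusted p = 0.811). The RNA-binding protein gene BICC1 (log2 fold change 1.47) and keratin 23 (KRT23, 1.33) rose, whereas the biliary transcription factor gene SOX9 (-1.13) and osteopontin (SPP1, -1.46) fell. This list's median was 0.37 while camera placed it lower than other genes. For the NF-kB and TNF response 2 of 17 were lower and 0 higher (2 and 0 adjusted over the list alone, list adjusted p = 0.811), with a median of 0.23 and a mean of -0.09. The chemokine gene CCL20 fell from 51.6 ± 19.5 to 3.47 ± 1.30, a call lost with limma-voom on recovered reads (adjusted p = 0.0521). Interferon-stimulated genes had 1 of 22 higher, IFI6, and 0 lower (1 and 0 adjusted over the list alone, list adjusted p = 0.0918). Fatty acid oxidation and ketogenesis had 3 of 23 higher and 3 lower (4 and 3 adjusted over the list alone, list adjusted p = 0.296), the ATF4 integrated stress response 6 of 29 higher and 3 lower (6 and 3 adjusted over the list alone, list adjusted p = 0.463), and nuclear oxidative phosphorylation 0 of 42 higher and 1 lower (0 and 1 adjusted over the list alone, list adjusted p = 0.0918).

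In all, 1276 of 11706 genes were called with YAP S127A, 851 higher and 425 lower, of which 438 and 183 changed by over 1 log2 unit. All 1276 had no overlap between the libraries of the groups, which held for 37.3% of all tested genes against 10% by chance. After median-of-ratios scaling the split was 683 higher and 592 lower, so the share of rises (66.7 against 53.6%) depends on how libraries are scaled. Doxycycline was not given to cells without the transgene, so effects of the drug itself are part of this comparison.

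Among genes typical of hepatocytes, FABP1 fell from 318 ± 65.8 in siCTRL to 9.33 ± 3.75 with siHNF4a #1 and 15.6 ± 9.38 with siHNF4a #2, and APOC3, an inhibitor of triglyceride clearance, from 386 ± 47.4 to 49.2 ± 5.19 and 44.2 ± 10.2. The cholesterol esterifying enzyme SOAT2 (log2 fold changes -3.26 and -2.97), the antimicrobial peptide LEAP2 (-3.33 and -2.95), glycerol-3-phosphate dehydrogenase 1 (GPD1, -2.85 and -2.96, with 14.5 ± 3.54 in siCTRL and 5.51 ± 0.968 in NT), PLA2G12B (-2.55 and -2.55), methionine adenosyltransferase (MAT1A, -2.36 and -2.42), antithrombin (SERPINC1, -2.48 and -1.68) and coagulation factor VII (F7, -1.93 and -2.03) fell with both. CIDEC, a lipid droplet protein gene, went from 12.9 ± 3.84 to 1.13 ± 0.409 with siHNF4a #2 and was listed at 0 in all siHNF4a #1 libraries, but it stood at 1.28 ± 0.631 in NT, so siCTRL was the group that was higher than the others. APOB fell to 210 ± 21.2 from 466 ± 24.6 with siHNF4a #2 (-1.15, adjusted p = 6.04e-07), and with siHNF4a #1 it was at 330 ± 36.1 (-0.50, adjusted p = 0.00298, not beyond the fold threshold). Albumin (ALB) was at 1546 ± 72.4 in siHNF4a #2 against 970 ± 166 in siCTRL (0.68, adjusted p = 0.000446) and at 1377 ± 237 in siHNF4a #1 (0.50, adjusted p = 0.00844), with 1844 ± 140 in NT, from which siCTRL was lower. The ALB call with siHNF4a #1 was lost in several alternatives, among them limma-voom (0.48, adjusted p = 0.0133) and the authors' deposited test (0.42, short of the fold threshold).

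By list, literature HNF4A targets had 7 of 24 genes lower and 0 higher with siHNF4a #1 (8 and 0 adjusted over the list alone, list adjusted p = 1.48e-07) and 10 lower and 1 higher with siHNF4a #2 (11 and 1 adjusted over the list alone, list adjusted p = 1.27e-06). Apolipoproteins and lipoprotein assembly genes had 6 of 23 lower and 1 higher (7 and 1 adjusted over the list alone, list adjusted p = 0.000402) and 9 lower and 0 higher (10 and 0 adjusted over the list alone, list adjusted p = 1.72e-05). For gluconeogenesis and hepatic glucose handling the numbers were 4 of 11 lower and 0 higher (5 and 0 adjusted over the list alone, list adjusted p = 0.000102) and 5 lower and 0 higher (5 and 0 adjusted over the list alone, list adjusted p = 0.000214). Glycogen phosphorylase (PYGL) was 1 of them (-1.04 and -1.07). In fatty acid oxidation and ketogenesis 3 of 23 fell and 0 rose (4 and 0 adjusted over the list alone, list adjusted p = 4.05e-06), against 9 lower and 0 higher with siHNF4a #2 (11 and 0 adjusted over the list alone, list adjusted p = 4.87e-05). In xenobiotic metabolism 4 of 16 fell and 0 rose (5 and 1 adjusted over the list alone, list adjusted p = 0.000402), against 8 lower and 0 higher (8 and 0 adjusted over the list alone, list adjusted p = 0.00237), with carboxylesterase 1 (CES1) at -1.57 and -0.72.

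Bile acid synthesis and transport had 3 of 20 genes lower and 1 higher with siHNF4a #1 (8 and 1 adjusted over the list alone, list adjusted p = 0.00106) and 6 lower and 0 higher with siHNF4a #2 (8 and 1 adjusted over the list alone, list adjusted p = 0.00271). Urea cycle and amino acid catabolism had 5 of 26 lower and 2 higher (5 and 2 adjusted over the list alone, list adjusted p = 0.0258) and 10 lower and 0 higher (10 and 0 adjusted over the list alone, list adjusted p = 0.00367), with the tyrosine-degrading enzyme HPD at -2.28 and -1.21. The former call was lost without siCTRL replicate 3 and in a fit of only the groups compared (adjusted p = 0.0503 in either case). Extracellular matrix and mesenchymal genes were higher, with 7 of 24 higher and 2 lower (9 and 2 adjusted over the list alone, list adjusted p = 0.000526) and 7 higher and 1 lower (8 and 1 adjusted over the list alone, list adjusted p = 0.000972). Transgelin (TAGLN), thrombospondin 1 (THBS1) and the integrin gene ITGAV rose with both. The MYC, nucleolar and ribosome biogenesis list was lower, with 2 of 25 lower and 1 higher (2 and 1 adjusted over the list alone, list adjusted p = 0.000284) and 5 lower and 0 higher (5 and 0 adjusted over the list alone, list adjusted p = 0.00237). The ATF4 integrated stress response was lower too, with 3 of 29 lower and 1 higher (5 and 2 adjusted over the list alone, list adjusted p = 0.0207) and 7 lower and 3 higher (7 and 3 adjusted over the list alone, list adjusted p = 0.0274). The latter call was lost when camera was run on the authors' deposited table (adjusted p = 0.12). GDF15, a stress-induced cytokine gene of this list, rose with both (792 ± 69.8 to 1985 ± 161 and 2127 ± 80.1).

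Cell cycle genes fell with both siRNAs and further with siHNF4a #2. MKI67, the gene of the Ki-67 proliferation antigen, went from 32.4 ± 4.94 to 15.6 ± 0.720 and 4.48 ± 0.666. Of 37 G2/M genes, 14 fell and 0 rose with siHNF4a #1 (16 and 0 adjusted over the list alone, list adjusted p = 2.2e-12), and 36 fell and 0 rose with siHNF4a #2 (37 and 0 adjusted over the list alone, list adjusted p = 7.04e-31). Of 30 G1/S genes, 8 fell and 0 rose (9 and 0 adjusted over the list alone, list adjusted p = 4.61e-10), against 24 lower and 1 higher (25 and 1 adjusted over the list alone, list adjusted p = 9.37e-16). The replication genes MCM7 (-0.96 and -1.65) and RRM2 (-0.96 and -1.54) fell with both.

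The largest rises shared by both siRNAs were in SPON2, an extracellular matrix protein gene (log2 fold changes 3.30 and 2.69), the splicing factor gene SNRNP27 (1.99 and 2.08), the adhesion molecule gene ALCAM (2.02 and 1.93), beta-tubulin TUBB2B (1.90 and 2.37), pantothenate kinase 3 (PANK3, 2.06 and 1.81), the Ras-related gene RASD1 (1.77 and 1.74), the neurotrophic factor gene GDNF (1.66 and 2.59) and CD24 (2.05 and 1.65). Several of these were low in siCTRL and not in NT. ALCAM stood at 6.05 ± 1.31 in siCTRL, 27.3 ± 3.29 and 25.5 ± 2.59 with the siRNAs against HNF4A, and 29.4 ± 0.822 in NT. PANK3 stood at 2.79 ± 0.552 in siCTRL and 11.8 ± 0.740 in NT, and SNRNP27 at 50.6 ± 10.7 and 143 ± 11.6.

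**Figure D2:**
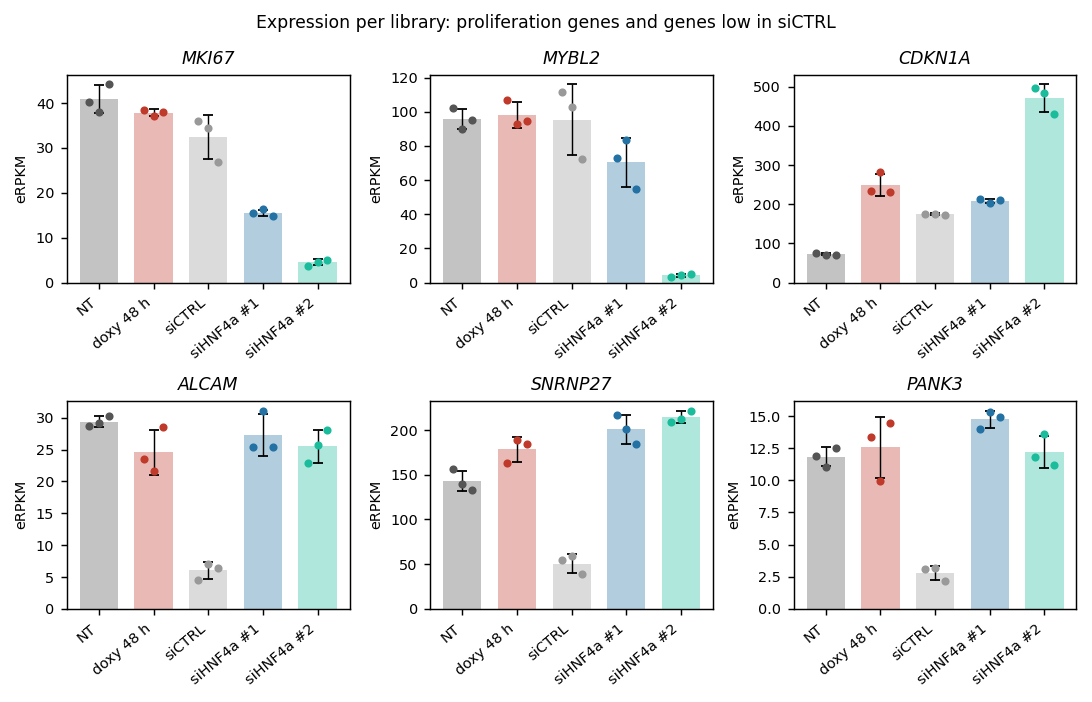
Expression (eRPKM, vertical axes from 0) of 6 genes in the 5 groups, with points for libraries, bars for the mean and error bars for the SD of 3 libraries. MKI67 and MYBL2 are lowest and CDKN1A is highest with siHNF4a #2, whereas ALCAM, SNRNP27 and PANK3 are lowest in siCTRL.

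In all, 990 genes were called with siHNF4a #1 (543 higher and 447 lower) and 1978 with siHNF4a #2 (687 higher and 1291 lower). With median-of-ratios scaling the share of rises went from 54.8 to 43.7% with siHNF4a #1. Leaving out siCTRL replicate 2 lowered the count for siHNF4a #1 to 634. Called genes had no overlap between groups in 99.9% of cases for either siRNA, against 32.6 and 40.6% of all tested genes and 10% by chance. Both siRNAs called 535 genes in the same direction, 278 lower and 257 higher, and 19 in opposite directions.

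By the thresholds for the HNF4a sets, 309 genes were HNF4a-activated and 282 HNF4a-repressed. Both comparisons use the same siCTRL libraries. In simulations, unchanged groups and shared controls were all drawn around the siCTRL mean, which gave 0.14 and 0.04 such genes on average. A shift of the siCTRL libraries themselves is not part of these draws. Independent lists of the observed sizes (486 and 1357 lower, 567 and 756 higher) would share 56.3 and 36.6. Across genes, which are not independent replicates, the log2 fold changes of the siRNAs had a Pearson correlation of 0.595 and a Spearman correlation of 0.575, against 0.502 and 0.468 for unchanged groups. Their covariance was 0.202 against 0.0364, a difference of 0.166. With 3 control libraries no split leaves 2 in each part, so part of the shared calls may come from the shared controls. Without siCTRL replicate 1 the sets held 387 genes in total and without siCTRL replicate 2 they held 376, against 591 with all libraries.

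Set directly against each other, the siRNAs differed in many genes. MYBL2, a cell cycle transcription factor gene, stood at 70.3 ± 14.4 with siHNF4a #1 and 4.28 ± 0.839 with siHNF4a #2 (log2 fold change 3.75, SE 0.17, adjusted p = 1.63e-09), against 95.4 ± 20.6 in siCTRL. The mitochondrial ribosomal gene MRPL11 (3.02), the glutamine transporter gene SLC1A5 (2.64) and the complex I subunit gene NDUFAB1 (2.57) were likewise lower with siHNF4a #2. Higher with siHNF4a #2 were MYEOV (-3.84), the chemokine receptor gene CXCR4 (-3.20), the cytokine gene IL11 (-2.46) and TOMM34 (-2.71), a mitochondrial import gene that stood at 71.7 ± 9.01 in siCTRL, 23.6 ± 2.84 with siHNF4a #1 and 160 ± 19 with siHNF4a #2. The difference in HNF4A did not pass the test (log2 fold change -0.36, SE 0.19, adjusted p = 0.222). APOB was higher with siHNF4a #1 (0.65, adjusted p = 0.00026).

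Of G2/M genes, 34 of 37 were higher with siHNF4a #1 than with siHNF4a #2 and 0 lower (35 and 0 adjusted over the list alone, list adjusted p = 4.48e-26), and of G1/S genes 17 of 30 were higher and 1, CCND1, lower (19 and 1 adjusted over the list alone, list adjusted p = 4.27e-09). Sterol and fatty acid synthesis followed. Cholesterol biosynthesis had 11 of 22 higher with siHNF4a #1 and 0 lower (13 and 0 adjusted over the list alone, list adjusted p = 1.28e-05), including squalene epoxidase (SQLE, log2 fold change 1.22) and HMG-CoA synthase (HMGCS1, 0.81), and fatty acid synthesis 7 of 17 and 0 lower (8 and 0 adjusted over the list alone, list adjusted p = 4.87e-05), including the desaturases SCD (0.87) and FADS1 (1.32). Lower with siHNF4a #1 were p53 targets, with 11 of 22 lower and 0 higher (12 and 0 adjusted over the list alone, list adjusted p = 3.53e-11), as for CDKN1A (-1.17) and the ribonucleotide reductase subunit gene RRM2B (-1.34), and cytosolic ribosomal proteins, with 6 of 41 lower and 0 higher (6 and 0 adjusted over the list alone, list adjusted p = 1.97e-18). YAP/TEAD target genes had 6 of 17 lower and 0 higher (6 and 0 adjusted over the list alone, list adjusted p = 0.00125), with AXL, a receptor tyrosine kinase gene, at -1.65. The latter call was lost at adjusted p = 0.148 with an estimated correlation. The other 23 lists were not called (adjusted p from 0.0804 to 0.845).

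Several of these lists were called against siCTRL with siHNF4a #2 and not with siHNF4a #1. Cholesterol biosynthesis had 10 of 22 lower and 0 higher (12 and 0 adjusted over the list alone, list adjusted p = 8.89e-05), fatty acid synthesis 7 of 17 lower and 0 higher (7 and 0 adjusted over the list alone, list adjusted p = 0.000339), p53 targets 12 of 22 higher and 0 lower (12 and 0 adjusted over the list alone, list adjusted p = 4.38e-09) and cytosolic ribosomal proteins 3 of 41 higher and 0 lower (3 and 0 adjusted over the list alone, list adjusted p = 1.24e-09). YAP/TEAD target genes had 6 of 17 higher and 0 lower (6 and 0 adjusted over the list alone, list adjusted p = 0.000567, and adjusted p = 0.0596 with an estimated correlation). Coagulation and fibrinolysis factors had 8 of 19 lower and 0 higher (8 and 0 adjusted over the list alone, list adjusted p = 0.0119), a list whose direct difference between the siRNAs was not called (adjusted p = 0.17). With siHNF4a #1, the NF-kB and TNF response had 3 of 17 lower and 0 higher (3 and 0 adjusted over the list alone, list adjusted p = 0.0207, and adjusted p = 0.168 with an estimated correlation) and glycolysis and hypoxia response 4 of 28 lower and 1 higher (4 and 1 adjusted over the list alone, list adjusted p = 0.00639, and adjusted p = 0.124 with an estimated correlation). The siRNAs were not shown to differ in these 2 lists (adjusted p = 0.17 and 0.0804). Lists not called numbered 16 with siHNF4a #1 (adjusted p from 0.0781 to 0.997) and 12 with siHNF4a #2 (0.0558 to 0.843). Among them were secreted plasma proteins, with 3 of 31 genes higher and 5 lower with either siRNA (4 and 5, and 4 and 7, adjusted over the list alone, list adjusted p = 0.471 and 0.583). Hepatic transcription factors had 4 of 27 higher and 5 lower with siHNF4a #1 (5 and 5 adjusted over the list alone, list adjusted p = 0.725) and 2 higher and 6 lower with siHNF4a #2 (2 and 6 adjusted over the list alone, list adjusted p = 0.104). Coagulation and fibrinolysis factors had 2 of 19 higher and 3 lower with siHNF4a #1 (2 and 3 adjusted over the list alone, list adjusted p = 0.316). Median, mean and camera direction differed in sign in some uncalled lists, such as TEAD factors and Hippo pathway with both, secreted plasma proteins, fatty acid synthesis and hepatic transcription factors with siHNF4a #1, and epithelial junction genes and nuclear oxidative phosphorylation with siHNF4a #2.

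The direct comparison called 1330 genes, 997 higher and 333 lower with siHNF4a #1, and 99.8% of them had no overlap between groups (34.6% of all tested genes, 10% by chance). Median-of-ratios scaling shifted the median of all genes by -0.101 in this comparison and brought the share of genes higher with siHNF4a #1 from 75 to 56.8%. The lists above kept their direction under that scaling.

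Transfection with the control siRNA was itself accompanied by changes. Plasma protein genes were lower in siCTRL than in NT cells: hepcidin (HAMP), the iron-regulating hormone, stood at 5.17 ± 3.18 against 93.4 ± 6.87 (log2 fold change -4.05, SE 0.52, adjusted p = 0.000327), AFP at 181 ± 33.1 against 445 ± 62.6 (-1.30), ALB at 970 ± 166 against 1844 ± 140 (-0.94) and FGA at 60.9 ± 5.27 against 174 ± 22.0 (-1.49). The hepatic transcription factor genes ONECUT1 (-1.80) and CEBPA (-1.21) were lower, as were the membrane protein gene EMP2 (-2.38) and THG1L, a tRNA modifying enzyme gene (-2.16). Higher in siCTRL were the immediate early gene EGR1 (23.8 ± 2.48 to 114 ± 7.90), the AP-1 gene FOSL1 (2.06), CIDEC (2.61), the aldo-keto reductase gene AKR1B10 (2.02), the glucose transporter gene SLC2A1 (1.48) and CDKN1A (1.27). YAP target genes were among the rises, with ANKRD1 at 408 ± 26.3 (1.18, adjusted p = 4.44e-06) and CYR61 at 61.2 ± 17.4 (1.89, adjusted p = 3.54e-05).

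Of 31 secreted plasma protein genes, 23 were lower in siCTRL and 0 higher (27 and 0 adjusted over the list alone, list adjusted p = 7.3e-24). Further lists with lower expression were coagulation and fibrinolysis factors with 7 of 19 lower and 0 higher (8 and 0 adjusted over the list alone, list adjusted p = 2.81e-08), apolipoproteins and lipoprotein assembly with 10 of 23 and 0 (11 and 0 adjusted over the list alone, list adjusted p = 2.81e-08), literature HNF4A targets with 12 of 24 and 0 (13 and 0 adjusted over the list alone, list adjusted p = 1.93e-09), cholesterol biosynthesis with 5 of 22 and 0 (9 and 0 adjusted over the list alone, list adjusted p = 6.97e-09) and fatty acid synthesis with 5 of 17 and 0 (10 and 0 adjusted over the list alone, list adjusted p = 3.99e-06). Urea cycle and amino acid catabolism had 5 of 26 lower and 0 higher (6 and 0 adjusted over the list alone, list adjusted p = 0.00171), hepatic transcription factors 3 of 27 and 0 (4 and 0 adjusted over the list alone, list adjusted p = 0.00277), the unfolded protein response 1 of 19 and 0 (2 and 0 adjusted over the list alone, list adjusted p = 0.00277) and xenobiotic metabolism 2 of 16 and 1 higher (3 and 1 adjusted over the list alone, list adjusted p = 0.00895). The last call was lost with a filter of CPM over 1 in at least 3 libraries (adjusted p = 0.0668).

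Higher in siCTRL were p53 targets with 5 of 22 higher and 0 lower (5 and 0 adjusted over the list alone, list adjusted p = 8.91e-05) and actin cytoskeleton and adhesion genes with 4 of 26 higher and 1 lower (6 and 1 adjusted over the list alone, list adjusted p = 0.000439). YAP/TEAD target genes had 3 of 17 higher and 0 lower (5 and 0 adjusted over the list alone, list adjusted p = 0.00226, and adjusted p = 0.108 with an estimated correlation), the NF-kB and TNF response 1 of 17 and 0 (3 and 0 adjusted over the list alone, list adjusted p = 0.00103, and adjusted p = 0.0562 with an estimated correlation). TEAD factors and Hippo pathway genes had 2 of 22 higher and 0 lower (2 and 0 adjusted over the list alone, list adjusted p = 0.043, and adjusted p = 0.0641 with an estimated correlation). The TEAD list was also lost without NT replicate 3 (0.0585), siCTRL replicate 2 (0.0658) or siCTRL replicate 3 (0.0541), in a fit of only the groups compared (0.0512) and with the CPM filter (0.0564). The other 15 lists were not called (adjusted p from 0.0621 to 0.997).

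**Figure D3:**
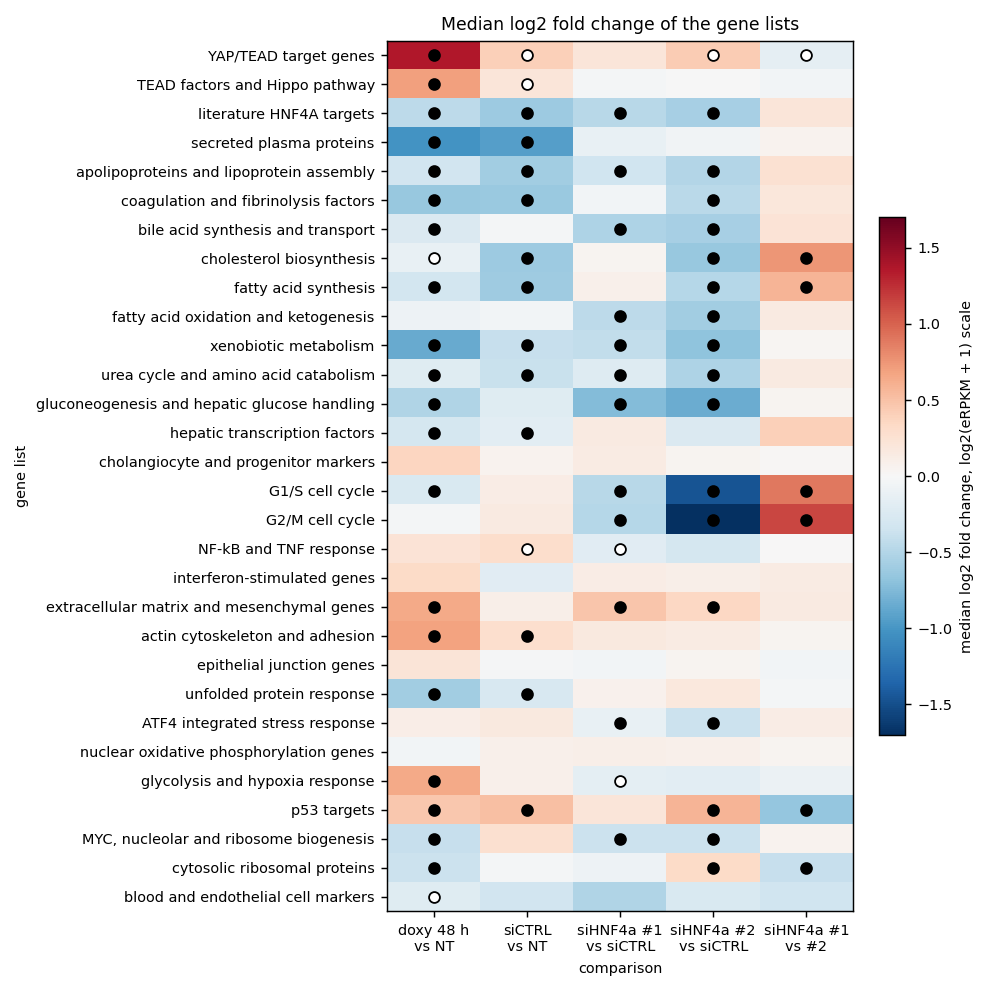
Median log2 fold change (colour, log2(eRPKM + 1) scale) of the 30 tested gene lists (vertical axis) in the 5 comparisons (horizontal axis). Dots mark lists called by camera at an adjusted p under 0.05, filled where the call held with an estimated correlation and open where it did not; secreted plasma proteins have medians of -1.02 with YAP S127A and -0.93 in siCTRL against NT, and the G2/M list a median of -1.70 with siHNF4a #2.

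Between siCTRL and NT 624 genes were called, 326 higher and 298 lower, all 624 with no overlap (30.6% of all tested genes, 10% by chance). The share of rises was 52.2%, and 41.1% after median-of-ratios scaling. The count fell to 213 in a fit of only the groups compared, and to 392, 397 and 398 without NT replicate 1, NT replicate 3 and siCTRL replicate 2. Whether these cells were handled in the same experiment as NT cells is not given in the sources used here.

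HNF4a-activated genes were more often lower with YAP S127A than other genes. Of the 309, 49 (15.9%) were called lower and 21 (6.8%) higher, and 239 were not called, whereas 3.30% of the other tested genes were lower. The odds ratio for a fall was 5.52 (95% interval 3.92 to 7.66, Fisher's exact test, p = 1.12e-18). Among the 77 activated genes past an adjusted p of 0.01, 54 (70.1%) were lower, and over all 309 genes the share below 0 was 59.9%. Among the genes past an adjusted p of 0.01, the share lower fell from 70.1% to 55.5% (71 genes lower and 57 higher) when the set was defined by siHNF4a #1 alone, and to 61.9% (151 lower and 93 higher) by siHNF4a #2 alone. The median log2 fold change of the 309 genes was -0.12, against -0.06 to 0.15 for the medians of random sets matched on expression. By camera the set was lower than other genes (adjusted p = 3.72e-05 over both sets, and adjusted p = 0.0115 with an estimated correlation). FABP1, SOAT2, APOM and MTTP fell in all 3 comparisons with adjusted p under 0.01, whereas APOC3 fell with both siRNAs and was not called with YAP S127A.

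HNF4a-repressed genes were more often higher with YAP S127A than other genes. The set may partly reflect low siCTRL levels, since 88 of its genes were called lower in siCTRL than in NT. Against NT, 178 of its genes were not past the set thresholds with both siRNAs. The genes that hold against NT were not tested alone with YAP S127A. Of the 282, 48 (17.0%) were higher with YAP S127A and 17 lower, against 7.03% higher among other genes (odds ratio 2.71, 95% interval 1.93 to 3.75, Fisher's exact test, p = 3.24e-08). The 17 lower (6.03%) compare with 3.57% lower among other genes (odds ratio 1.73, 95% interval 0.984 to 2.86, Fisher's exact test, p = 0.0357). Among the 72 past an adjusted p of 0.01, 51 (70.8%) were higher. That share is close to the 66.7% higher among all 1276 genes called with YAP S127A. The latter was 53.6% after median-of-ratios scaling, under which the repressed set was not retested. The median was 0.17, against -0.07 to 0.16 for random sets, and camera placed the set higher (adjusted p = 0.0268, and adjusted p = 0.0032 with an estimated correlation). The fry test for a common direction gave an adjusted p = 0.000251 for the activated and an adjusted p = 1.45e-09 for the repressed set.

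Genes called with YAP S127A and with both siRNAs overlapped in the same direction more than independent lists would. There were 44 higher in all 3 comparisons (18.7 for independent lists) and 44 lower (10.1), while 19 rose with YAP S127A and fell with the siRNAs (20.2) and 15 did the reverse (9.33). Higher in all were KRT17, a basal keratin gene (0.429 ± 0.124 in NT to 8.71 ± 0.384 with YAP S127A, though its call with siHNF4a #1 was lost with limma-voom at adjusted p = 0.0111 and is not made in the authors' deposited table at adjusted p = 0.031), the iron exporter gene SLC40A1 (25.3 ± 5.64 to 221 ± 7.34), the adhesion molecule gene MCAM and IFI6. PLAC8, S100A10, DAB2 and WWC2 rose with YAP S127A and fell with both siRNAs, as did TEAD4. SPON2 and the transcription factor gene SOX4 fell with YAP S127A and rose with both. Across all tested genes, which are not independent replicates, the log2 fold changes of YAP S127A and the mean of the siRNAs had a Pearson correlation of 0.161 and a Spearman correlation of 0.149. These comparisons have no library in common.

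**Figure D4:**
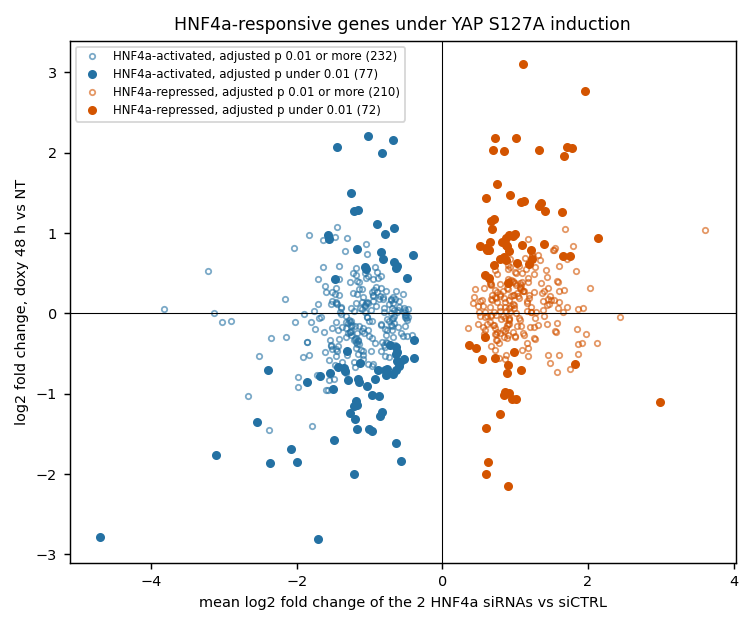
Log2 fold change with YAP S127A (doxy_48h against NT, vertical axis) against the mean log2 fold change of both HNF4a siRNAs (horizontal axis) for 309 HNF4a-activated (blue) and 282 HNF4a-repressed genes (orange). Each point is a gene, filled where the YAP S127A comparison has an adjusted p under 0.01. Of the filled points, 54 of 77 activated genes lie below 0 and 51 of 72 repressed genes above. Of all 1276 genes called with YAP S127A, 425 were lower and 851 higher. Against NT, 130 activated and 178 repressed genes were not past the set thresholds with both siRNAs.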

Values the study reported

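The study reported that 75% of the genes activated by HNF4a in HEPG2 cells, found by RNA-seq after its knock-down, went down when YAP S127A was expressed. That passage does not say whether a gene had to pass a test to count as down.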

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

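The tests of explanations in this part were chosen only after the results were seen, while the comparison of the siRNAs with each other was planned. Both siRNAs target HNF4A, yet 1330 genes differed between them in the direct test. The G2/M (adjusted p = 4.48e-26) and G1/S lists (adjusted p = 4.27e-09), cholesterol biosynthesis (adjusted p = 1.28e-05) and fatty acid synthesis (adjusted p = 4.87e-05) were higher with siHNF4a #1. Cytosolic ribosomal proteins (adjusted p = 1.97e-18), p53 targets (adjusted p = 3.53e-11) and YAP/TEAD target genes (adjusted p = 0.00125, and adjusted p = 0.148 with an estimated correlation) were higher with siHNF4a #2. Of the 1330 genes, 23 passed the thresholds of the HNF4a sets in opposite directions with the siRNAs. Among the 23 were ID2, an inhibitor of basic helix-loop-helix transcription factors (log2 fold changes 0.61 with siHNF4a #1 and -1.22 with siHNF4a #2), the collagen-binding integrin gene ITGA2 (-1.45 and 0.87), TOMM34 (-1.56 and 1.15) and COUP-TFII (NR2F2, -0.58 and 0.60). These examples were picked after their values were seen.

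The lower level of cell cycle genes with siHNF4a #2 was weighed against 3 explanations. A deeper fall of HNF4A mRNA with siHNF4a #2 was argued against by HNF4A, whose log2 fold change between siHNF4a #1 and siHNF4a #2 was -0.36 (95% interval -0.77 to 0.05), with the lower mean in siHNF4a #1. The deposited values hold no protein levels, so a stronger loss of HNF4a protein with siHNF4a #2 stays open. Scaling to total reads was argued against as the whole cause, since the median of the G2/M list was 1.14 as deposited and 1.02 after median-of-ratios scaling. An effect of siHNF4a #2 on other transcripts stays open. Of genes called lower with siHNF4a #2 and not called with siHNF4a #1, 22 were over 2 log2 units lower in the direct comparison. That number cannot decide it, as neither an expected number nor the reverse direction was counted. siHNF4a #2 also called more genes in all (1978 against 990). The siRNA sequences are not given in the sources used here. A biological difference between the transfected cultures was not tested.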

How the results depend on the processing

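Tests with limma-voom on recovered reads, HNF4a sets also held against NT, and the activated set without genes that differ between siCTRL and NT were chosen after seeing the data, and the other alternatives were fixed before. Of the values that answer a comparison, 166 stayed and 20 moved. Counts had to stay within 1.5 times the reported count, and the correlation within its jackknife spread. HNF4a-activated genes under YAP S127A were judged by the direction of camera and its p-value (under 0.05), not by the share lower. For gene lists 2564 values kept their direction and side of the threshold, 45 became calls and 31 lost the call. For named genes these numbers were 8387, 48 and 993. No called value reversed its direction in these alternatives.

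An adjusted p under 0.05 with no fold change threshold, which is looser by construction, gave 2383 genes with YAP S127A, 1990 with siHNF4a #1, 3338 with siHNF4a #2, 2393 between the siRNAs, 1495 between siCTRL and NT, and 1137 genes in the HNF4a sets. A fit of only the groups compared, with fewer libraries to estimate the spread, gave 213 genes between siCTRL and NT. HNF4a sets also held against NT, a stricter definition, had 283 genes. The correlation of the log2 fold changes of YAP S127A and the siRNAs, 0.161, was 0.125 with a pseudocount of 0.1, a move beyond its jackknife spread of 0.035, and the cause was not tested.

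With 1 library left out, and so fewer libraries, the counts were 940 to 1026 with YAP S127A, 634 to 836 with siHNF4a #1, 1579 to 1724 with siHNF4a #2, 942 to 1048 between the siRNAs, 392 to 469 between siCTRL and NT, and 376 to 522 in the HNF4a sets. Among HNF4a-activated genes past an adjusted p of 0.01 with YAP S127A, 64.5 to 73.6% were lower, against 70.1% with all libraries, the correlation was 0.134 to 0.171, and the number of list calls 73 to 77, against 76 with all libraries. Over all alternatives, the share lower among activated genes past the adjusted p threshold ranged from 55.5 to 77.3%, and the list calls from 67 to 85. The highest share, 77.3%, came from the authors' deposited test (109 lower and 32 higher).

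With the replicate number as a block the counts were 751 with YAP S127A, 528 with siHNF4a #1, 1500 with siHNF4a #2, 824 between the siRNAs, 38 between siCTRL and NT and 316 in the HNF4a sets. The deviations of libraries with the same number correlated at -0.088 to 0.178 over the comparisons, and in none of them was every pair over 0.1, so the numbers are not taken to pair the libraries. Not every library correlated best with the library of its own number.

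The authors' deposited table gave 1404 genes with YAP S127A, 967 with siHNF4a #1 and 1846 with siHNF4a #2 at the same thresholds, of which 1091, 805 and 1640 were also called here, 0 in the opposite direction. It has no test between the siRNAs or between siCTRL and NT. limma-voom called 1691, 1206, 2139, 1485 and 893 genes in the 5 comparisons and 735 in the HNF4a sets. TMM scaling, planned for raw counts, was not run, and scaling by library size alone is the deposited scaling itself. In data simulated at the depth of these libraries, 42.9% of genes raised by a factor of 2 were called for doxy_48h against NT, so changes of that size can be missed.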

Other observations

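Of the tests in this part, the counts of other splits and the test of a loss shared with siCTRL were fixed before their results were seen, and the others were chosen after. By gene list, the HNF4a sets held more than hepatocyte genes. Of 24 tested literature HNF4A targets, 8 were HNF4a-activated and 0 HNF4a-repressed, and apolipoproteins and lipoprotein assembly had 7 activated and 1 repressed of 23. Larger numbers of activated genes came from the cell cycle, with 15 of 37 G2/M genes and 9 of 30 G1/S genes. Among repressed genes were 5 of 24 extracellular matrix and mesenchymal genes and 3 of 22 interferon-stimulated genes. No YAP/TEAD target gene was in either set (0 of 17 tested).

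In a principal component analysis the first component (28% of the variance) ran from doxy_48h libraries (-33.34 to -31.69) to siHNF4a #2 libraries (42.68 to 48.35). NT libraries lay next to doxy_48h on it (-27.65 to -18.54). The second (17%) set doxy_48h libraries (-35.94 to -34.66) apart from NT (21.34 to 23.71) and siCTRL (22.14 to 24.06). The third (10.4%) set siHNF4a #1 (-34.4 to -28.31) apart from all other groups, with siHNF4a #2 (13.5 to 17.53) and siCTRL (8.52 to 17.12) furthest from it. Changes with YAP S127A and between siCTRL and NT, which share the NT libraries, had a Pearson correlation of 0.313 across genes, below the 0.491 of unchanged groups, but a covariance of 0.085 against 0.0347.

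HNF4a-activated genes were more often lower with YAP S127A. A fall of HNF4A mRNA as deep as with the siRNAs is argued against. The HNF4A log2 fold change was -0.30 (95% interval -0.72 to 0.11), an interval that excludes 0.5 times the smaller siRNA fall. In the authors' deposited table it was -0.40 (adjusted p = 0.00615), short of the fold threshold of 0.5, against -2.57 and -2.16 with the siRNAs. A smaller fall of HNF4A mRNA stays open as part of the cause, and the deposited values used here hold no protein levels. The paper shows western blots of HNF4a and YAP from induced cells of this line, which were not quantified here. For mouse liver, the paper states that the fall of HNF4a responsive genes came without lower HNF4a levels. Whether HNF4a protein changed in the cultures sequenced here was not tested. A loss of hepatocyte transcripts shared with siCTRL stays open, as its test does not decide it: among 38 set genes past an adjusted p of 0.01 whose siCTRL mean lay above NT, 22 were lower (57.9%, 95% interval 40.8 to 73.7), but this choice favours genes with low NT values, and as NT is also the reference for YAP S127A, the share is pushed down. In the set without genes called between siCTRL and NT the share was 73.3%. Doxycycline itself may contribute and cannot be told apart from YAP S127A without treated cells that lack the transgene, and the ATF4 integrated stress response list, which was not called (adjusted p = 0.463), does not decide it. An action of YAP on HNF4a-bound genes, the question of the study, was not tested by these data.

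Of 282 HNF4a-repressed genes, 178 were not past the set thresholds against NT with both siRNAs. Changes can be missed, so these genes need not stand near the NT level. A change in the siCTRL libraries may account for part of the set: 88 of 282 (31.2%) were called lower in siCTRL than in NT, against 1.84% of other genes and at most 1 in 20 simulations with siCTRL at the NT level. Such a change alone is argued against for 104 genes (36.9%). These were also past the set thresholds against NT with both siRNAs, while 178 were not. The comparison with NT also holds any effect of transfection or handling. A part played by siCTRL therefore stays open for the 104 as well. In the activated set 179 of 309 (57.9%) were also past the set thresholds against NT, and 27 were called higher in siCTRL than in NT. Median log2 fold changes of siCTRL against NT were -0.42 for repressed and 0.15 for activated genes.

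The libraries were also split in other ways. Comparisons of 3 libraries with 3 have 10 splits, too few for a share under 0.05. In each, 1 split, the real one, gave as many genes. The real value and the highest other were 1276 and 2 with YAP S127A, 990 and 0 with siHNF4a #1, 1978 and 1 with siHNF4a #2, 1330 and 0 between the siRNAs, and 624 and 0 between siCTRL and NT. For the HNF4a sets 1 of 100 drawn splits of 9 libraries, the real one, gave as many as 591 genes, and the highest other was 329. These splits speak only to how the libraries are grouped. They cannot tell an effect of the siRNAs from a shift of the siCTRL libraries that both comparisons share, or from differences between cultures.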
